A study of Homo sapiens with 6 samples.

How the data were processed

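Small RNA was sequenced from HEK293T, a human embryonic kidney cell line, 48 h after transfection with 150 nM of a control siRNA or of an siRNA against La, the RNA-binding protein encoded by SSB. There were 3 libraries per arm and 6 in all. Per the labels' protocols, small RNA was purified with a mirVana PARIS kit, treated with Antarctic phosphatase and then with T4 polynucleotide kinase, and made into libraries with an NEBNext small RNA kit. These enzymes remove and then add terminal phosphates, so RNA with other ends can enter the library. The aligner, the counting program, the genome build, the use of strand and the handling of reads with several positions were not stated in the labels.

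The first table, as deposited by the authors, holds raw read counts of 53603 windows of 400 bp in each of the 6 libraries, per the file headers. A window ran from 150 bp upstream to 250 bp downstream of a start site, so for a short gene such as a tRNA gene it covered the gene itself and its mature product. For a protein-coding gene it covered the start of the gene and any small RNA gene that lay there. Windows carry a class label and a number, without gene symbols. Every count column belonged to a library of the study. Window starts were shifted by 1 to print positions as a genome browser shows them. The build was taken as GRCh38 because scaffold names and exact start sites matched that build's annotation.

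The second table holds the authors' own comparison of the arms, as a log2 fold change, an average log2 CPM, an F statistic used as a score, a p-value and an adjusted p-value per window, per the file headers. Its column names are those of an edgeR quasi-likelihood table. The filter, the scaling and the libraries of that fit were not stated. Its adjusted values equalled a Benjamini-Hochberg adjustment over all 53603 windows. Values printed from it are named as the authors' deposited values.

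Gene names came from overlap. A protein-coding (PCG) or lncRNA window took the name of a GENCODE release 29 transcript that started within 50 bp of the window's start site. That named 20697 of 22988 protein-coding windows and 4841 of 27547 lncRNA windows. Windows of small RNA genes took their names from the RefSeq GRCh38.p14 gene table, which named 386 of 534 tRNA windows. A window was said to hold a miRNA gene where at least 20 bp overlapped. Near-identical gene copies (snAR, 5S rRNA, rRNA and tRNA genes) can share reads, and so can overlapping windows, so their values are uncertain for a single copy. Strand was not used, so antisense genes in a window cannot be separated.

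The arms were compared with edgeR 4.0.16 in R 4.3.3. Windows were filtered with filterByExpr at its defaults, which left 1064 windows, and libraries were scaled with TMM factors. A quasi-likelihood model with the arm as its single term was fitted to all 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. CPM values are scaled by the TMM factors. Sets of windows were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01, and again with the correlation estimated from the data and with fry. Totals and shares of counts were compared by two-sided exact permutation tests, for which 3 against 3 libraries cannot go below 0.1. Figures were drawn with matplotlib 3.10.9.

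The tests, the alternatives, the gene lists and the rule for naming windows were fixed before the data were examined, except where the text says otherwise. SSB was always named. Up to 5 windows were named for the largest rise and up to 5 for the largest fall, among those with an adjusted p under 0.05, a mean of at least 20 counts and ranges of the arms that did not overlap. Windows with identical counts or of the same gene symbol counted as 1 under this rule. The list of RNA polymerase III genes held 21 symbols and tRNA gene symbols of a stated form. Applied as written, that form matched asparagine tRNA genes (TRN-) and a few other symbols, so most tRNA windows lay outside the list. Comparisons of whole window classes, of miRNA genes and of upper quartile scaling were chosen after the data had been seen. For the ribosomal protein and histone sets, 3 alternatives described below were also not fixed in advance. These were RLE factors, library size without the 50 windows with the most counts, and no filter.

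Alternatives were other scalings (RLE factors, library size alone, library size without the 50 windows with the most counts, upper quartile factors), DESeq2 1.42.0, no filter, a mean of at least 20 counts, collapsed identical rows, robust dispersion, an adjusted p under 0.01, a fold change over 1.5, a block for the replicate number, and leaving out each library in turn.

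The fit was tested on simulated data before use. Counts were drawn from the real means and library sizes, with 200 windows changed by 2 on the log2 scale, as many up as down. A further 40 windows were raised by a smaller amount, and calls of these were not counted as false. Over 5 such sets, with 1037 windows tested in the first, edgeR recovered a mean of 98.9% of the changed windows, and 3.95% of its calls were false. DESeq2 recovered 98.1%, with 5.02% false. Each window was drawn independently, whereas the correlation estimated between real windows reached 0.59 in the snAR class. The rates therefore do not cover windows that vary together, mostly downward changes or changes smaller than 2.

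Total counts ranged from 3066299 to 4105806 per library. Reads carried no molecular identifiers, so limits taken from counts cover counting error only. A window with 0 counts was treated as having up to 3 counts when a fold change was bounded. The genome sequence was not used here.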

Results

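The study asked how loss of La, encoded by SSB, affects small RNA read from promoters in HEK293T cells. Total counts over all windows were 4105806, 3261883 and 3484807 in control replicates 1 to 3, and 3066299, 3411114 and 3157903 in La knockdown replicates 1 to 3. The mean total was lower by 405727 counts in the La knockdown arm, a difference within the spread between libraries (exact permutation test, two-sided p = 0.2, smallest possible 0.1). Without control replicate 1 the difference between the arms was -161573 counts. Of 53603 windows, 31773 had no read in any of the 6 libraries. The number of windows with a read was 8085 ± 603 in the control arm and 8871 ± 747 in the La knockdown arm (SD, n = 3 each, exact permutation p = 0.2). The 50 windows with the most counts held from 48.7% to 55.4% of a library. The 1064 windows tested held from 99.5% to 99.7% of the counts. Replicates of an arm correlated across windows with r from 0.971 to 0.991 on the log2 CPM scale, where windows are not independent replicates. No pair of replicates differed by as little as sampling noise, since the chi-square per degree of freedom was at least 62.3. The common dispersion of 0.0815 corresponded to a coefficient of variation of 28.5% between replicates.

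The targeted gene was examined first. The SSB window PCG_40419 (GRCh38 chromosome 2, positions 169798729 to 169799128, at a start site of SSB) had 4, 3 and 3 counts in the control libraries and 1, 0 and 0 in the La knockdown libraries. It had too few reads to be tested in the edgeR model. An exact permutation test of the counts divided by TMM-scaled library size gave p = 0.1, the smallest possible. A second SSB window, PCG_12982 (positions 169799129 to 169799528), had 0, 0 and 1 counts in the control libraries and 0, 2 and 0 in the La knockdown libraries. In the authors' deposited table PCG_40419 had a log2 fold change of -2.88 with an adjusted p of 1. Both windows count small RNA at the promoter, so neither measures the SSB mRNA, and the depth of the knockdown was not measured in these counts.

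Between the arms, 51 windows were lower and 7 were higher in the La knockdown libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, n = 3 per arm). At an unadjusted p under 0.05, 151 windows were lower and 103 higher. The lower windows comprised 31 of 446 tested tRNA windows, 13 of 17 snAR windows, 2 of 3 vault RNA windows, 4 of 75 lncRNA windows and 1 of 2 windows labelled DARK. Of the lower lncRNA windows, lncRNA_25260 (log2 fold change -2.09) holds the tRNA gene TRA-AGC9-1. Another, lncRNA_22003 (-2.75), lies 1429 bp from the window of SNAR-A9. The others, lncRNA_5051 and lncRNA_24113, hold no small RNA gene. The higher windows comprised 4 of 122 protein-coding windows and 3 of 75 lncRNA windows. With overlapping windows merged and the snAR windows counted once, the calls made 38 lower and 6 higher regions. Among the scalings, upper quartile factors, chosen after the data had been seen, moved the higher count most, to 58, with 36 lower. Among the scalings and DESeq2, it was DESeq2 that moved the lower count most, to 76, with 23 higher. Library size alone gave 69 lower and 6 higher. Without a filter on low counts 104 windows were lower and 4 higher. Upper quartile factors shifted the median of all windows by 0.32 on the log2 scale. The count of calls depended on which libraries entered the fit. Leaving out control replicate 1, 2 or 3 gave 30, 29 or 53 lower and 4, 2 or 3 higher windows, and leaving out La knockdown replicate 2 gave 32 lower and 4 higher. Without La knockdown replicate 1 the fit called 0 windows in either direction, with 103 lower and 72 higher at an unadjusted p under 0.05. Without La knockdown replicate 3 it called 98 lower and 21 higher windows.

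**Figure D1:**
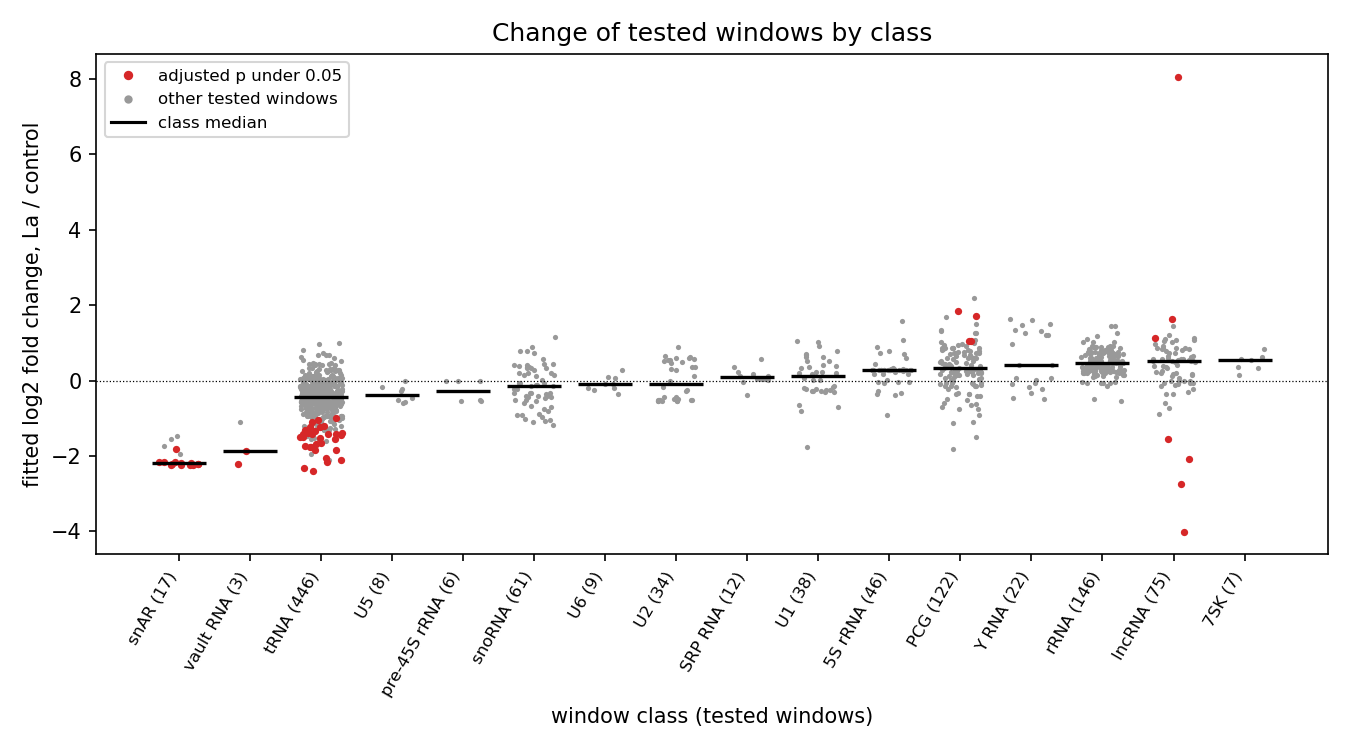
Fitted log2 fold change of La knockdown over control knockdown (y axis) for each tested window, by window class (x axis, number of tested windows in brackets) in classes with at least 3 tested windows, with red points for an adjusted p under 0.05 and black lines for class medians. The snAR median is -2.18, the tRNA median -0.42 and the PCG median 0.34. The highest point is lncRNA_6325, whose fitted value depends on the prior count because the control libraries had no read there.

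The largest falls under the naming rule were in tRNA_51308 and in 4 snAR windows. tRNA_51308 (chromosome 11, positions 68459970 to 68460369), in which no RefSeq small RNA gene lies, had 172, 125 and 116 counts in the control libraries and 13, 17 and 36 in the La knockdown libraries, with a log2 fold change of -2.40 (SE 0.39, edgeR adjusted p = 0.0129). The windows of SNAR-A11, SNAR-A5, SNAR-A4 and SNAR-A7 on chromosome 19 had log2 fold changes of -2.25, -2.24, -2.23 and -2.23, each with an edgeR adjusted p of 0.0148. SNAR-A11 (positions 50128190 to 50128589) went from 641 ± 241 to 135 ± 55.9 CPM (SD, n = 3). These copies are near-identical, so a value for a single copy is uncertain. All 17 tested snAR windows had a fitted fall, and the class median stayed between -2.24 and -1.84 over the 6 scalings. None of these calls held without La knockdown replicate 1, where the 4 snAR windows had log2 fold changes from -2.49 to -2.41 and their edgeR adjusted p was 0.121.

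Of the 3 tested vault RNA windows, VTRNA1-2 and VTRNA1-1 were called lower and VTRNA1-3 was not. They belong to the list of RNA polymerase III genes, which serves as a reference because La binds the 3′ oligo(U) ends of new RNA polymerase III transcripts. VTRNA1-2 (chromosome 5, positions 140718775 to 140719174) went from 8192 ± 1394 to 1778 ± 454 CPM (SD, n = 3), with a log2 fold change of -2.20 (SE 0.26, edgeR adjusted p = 0.00565). VTRNA1-1 (positions 140711126 to 140711525) went from 571 ± 115 to 157 ± 39.8 CPM (SD, n = 3), with a log2 fold change of -1.86 (edgeR adjusted p = 0.0103). Without La knockdown replicate 1 their edgeR adjusted p was 0.0623 and 0.121. VTRNA1-3 went from 21.5 ± 3.14 to 9.97 ± 4.76 CPM (SD, n = 3), a log2 fold change of -1.11 (edgeR adjusted p = 0.135 over all windows and 0.0671 over the list alone). Of 47 list windows in the table, 44 were tested, and 20 of the 21 fixed symbols had a window. Adjusted over the list alone, 10 windows were lower and 0 higher, and adjusted over all windows tested, 5 were lower and 0 higher. At an unadjusted p under 0.05 the list had 12 lower and 0 higher windows. The 10 comprised 7 of 22 tRNA windows and 3 of the 22 others, namely VTRNA1-1, VTRNA1-2 and SNAR-A1. The windows of RMRP, RPPH1, RN7SK, RN7SL1, RN7SL2, RNY1, RNY3, RNY4 and RNY5 and the 5 tested U6 windows were not called. Their log2 fold changes ran from -0.49 (RNY3) to 0.52 (RMRP). Without the filter on low counts the list had 20 lower windows. Leaving out 1 library gave from 3 lower windows, without La knockdown replicate 1, to 17, without La knockdown replicate 3.

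**Figure D2:**
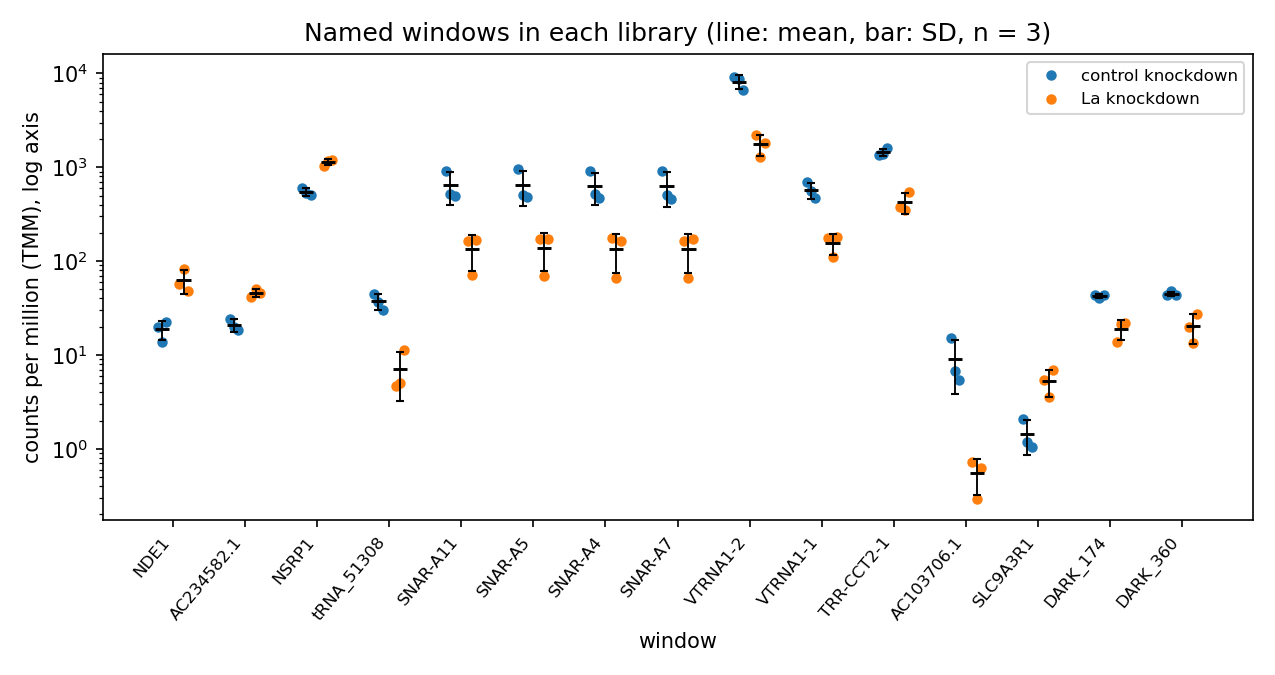
CPM scaled by TMM factors (y axis, log scale) of the named windows (x axis) in each of the 3 control (blue) and 3 La knockdown (orange) libraries, with lines for means and bars for 1 SD. VTRNA1-2 has the highest control mean, 8192, and falls to 1778. lncRNA_6325 is left out because its control counts are 0.

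Among tRNA windows as a class the median log2 fold change was -0.42, and 369 of 446 had a fitted fall. The median stayed below 0 under each scaling, from -0.49 to -0.10. The share of all counts in tRNA windows was 15.6% ± 0.351 in the control arm and 11.5% ± 1.57 in the La knockdown arm (SD, n = 3, exact permutation p = 0.1, the smallest possible, and 0.25 after Benjamini-Hochberg adjustment over 15 comparisons). The share in snAR windows went from 0.982% ± 0.292 to 0.206% ± 0.0930 and that in vault RNA windows from 0.893% ± 0.0934 to 0.187% ± 0.0407 (SD, n = 3, both exact permutation p = 0.1). Outside the naming rule, the tRNA gene TRR-CCT2-1 (chromosome 17, positions 75034254 to 75034653), noticed after its values were seen, went from 1447 ± 136 to 425 ± 104 CPM (SD, n = 3), a log2 fold change of -1.77 (edgeR adjusted p = 0.0102). The share in rRNA windows was 39.4% ± 4.89 and 47.3% ± 6.98 (SD, n = 3), a difference within the spread between libraries (exact permutation p = 0.2).

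Protein-coding windows, the subject of the study's question, had a median log2 fold change of 0.34, with 89 of 122 fitted above 0. Under the scalings tried the median ranged from 0.25 to 0.66, and on the voom scale of the set tests it was 0.36 with the filter on low counts and 0.11 without it. Their share of all counts was 0.594% ± 0.0540 in the control arm and 0.770% ± 0.0433 in the La knockdown arm (SD, n = 3, exact permutation p = 0.1, adjusted 0.25). Without windows that hold a small RNA gene the share was 0.367% ± 0.0884 and 0.464% ± 0.0583 (SD, n = 3, exact permutation p = 0.2). As a set, the protein-coding windows rose against the other windows with camera's preset correlation (p = 1.93e-06, Benjamini-Hochberg adjusted over 11 classes 5.30e-06). The protein-coding call did not hold with an estimated correlation (p = 0.0910) or with fry (p = 0.0593). Such a rise was not particular to this class. With the preset correlation the lncRNA, rRNA, 5S rRNA and Y RNA windows were also called higher (camera adjusted p = 1.28e-05, 5.95e-18, 0.000201 and 0.00675). Their medians on the voom scale were 0.48, 0.46, 0.28 and 0.48, while the snAR and tRNA windows were called lower. The shares of counts in these higher classes differed within the spread between libraries (exact permutation p = 0.5, 0.2, 0.3 and 0.7). The Y RNA share was 3.32% in the control arm and 3.14% in the La knockdown arm. Windows of RNY1, RNY3, RNY4 and RNY5 had log2 fold changes from -0.49 to 0.08. The lncRNA share was 3.45% in La knockdown replicate 2, and 1.96% and 1.87% in replicates 1 and 3 of that arm. Of the classes called with the preset correlation, Y RNA passed an unadjusted threshold with the estimated correlation (p = 0.0447, adjusted 0.220), and snAR, tRNA and Y RNA did so with fry (p = 0.0106, 0.0428 and 0.0110, adjusted 0.0605, 0.130 and 0.0605).

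The naming rule gave 3 rises. The NDE1 window PCG_34542 (chromosome 16, positions 15643117 to 15643516), which holds MIR484, went from 18.8 ± 4.43 to 62.2 ± 18.1 CPM (SD, n = 3), with a log2 fold change of 1.73 (SE 0.32, edgeR adjusted p = 0.0148). The window lncRNA_27486 of AC234582.1 (chromosome 1, positions 155194847 to 155195246), which holds MIR92B, rose by 1.13 on the log2 scale (edgeR adjusted p = 0.0359). The NSRP1 window PCG_35980 (chromosome 17, positions 30117022 to 30117421), which holds MIR423 and MIR3184, went from 549 ± 51.7 to 1135 ± 84.5 CPM (SD, n = 3), with a log2 fold change of 1.05 (edgeR adjusted p = 0.0223). A second NSRP1 window overlaps it and shares its reads. None of these 3 calls held without La knockdown replicate 1 (edgeR adjusted p from 0.121 to 0.140) or without control replicate 2 (edgeR adjusted p from 0.0622 to 0.154). The AC234582.1 call was also lost without control replicate 1, control replicate 3 or La knockdown replicate 2 (edgeR adjusted p = 0.0604, 0.106 and 0.0786). The NSRP1 call was also lost without control replicate 3 (edgeR adjusted p = 0.0735). Of the higher windows, SLC9A3R1 (PCG_36719, holding MIR3615, chosen after its values were seen) had a log2 fold change of 1.84 (edgeR adjusted p = 0.0434) on a mean of 10.8 counts, and its call did not hold in any fit that left out a library.

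**Figure D3:**
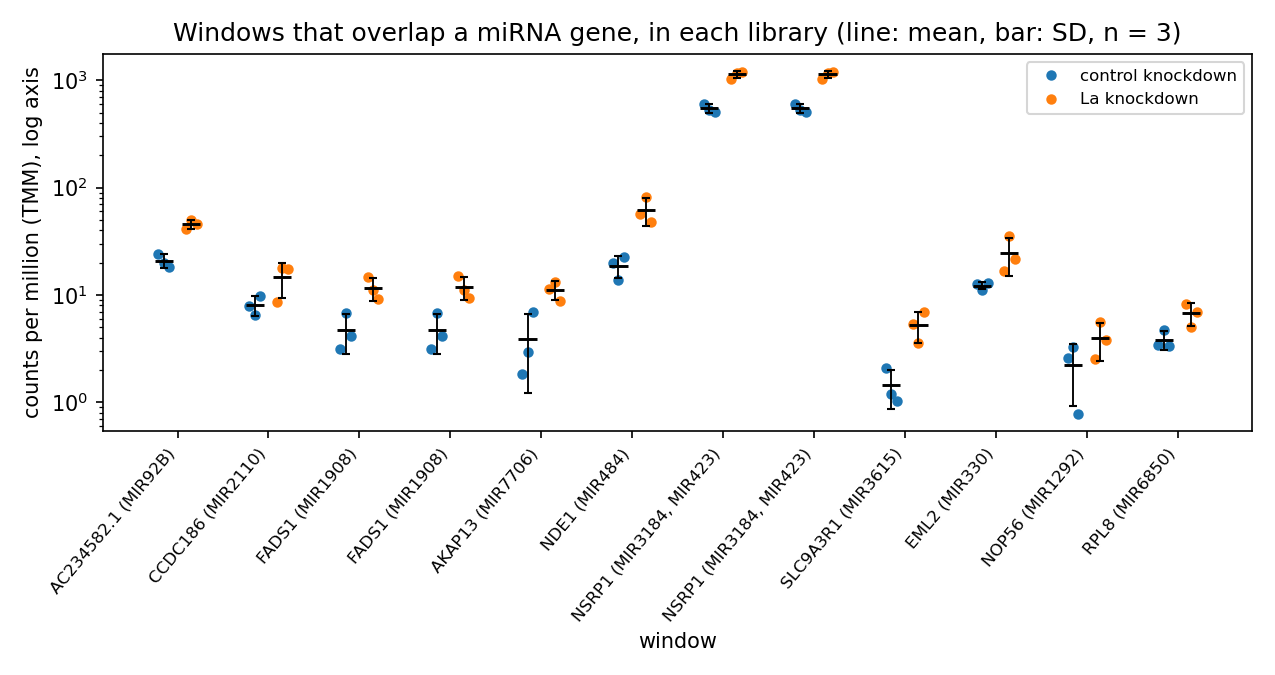
CPM scaled by TMM factors (y axis, log scale) of the 12 tested protein-coding and lncRNA windows that overlap a miRNA gene (x axis, host gene with miRNA genes in brackets) in each of the 3 control (blue) and 3 La knockdown (orange) libraries, with lines for means and bars for 1 SD. The La knockdown mean is above the control mean in all 12, and 5 of them are called, while the windows of FADS1 overlap, as do those of NSRP1.

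Ribosomal protein gene windows and replication-dependent histone gene windows were compared as sets fixed in advance. The 7 tested ribosomal protein windows had a median log2 fold change of 0.32 (limma camera, adjusted p = 0.358 over both sets), and the 21 tested histone windows one of -0.07 (adjusted p = 0.920). Unadjusted camera p-values, with the preset correlation, were 0.179 and 0.920. Neither set passed the threshold with an estimated correlation (p = 0.350 and 0.917) or with fry (p = 0.0856 and 0.555). The direction of the ribosomal protein set changed to -0.03 with a mean of at least 20 counts. That of the histone set changed to 0.25 under upper quartile scaling and to 0.03 without control replicate 1.

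The authors' deposited table called 82 windows at an adjusted p under 0.05, of which 80 were lower and 2 higher. Of these, 52 were among the 58 called here, 30 were called in the authors' deposited table alone and 6 were called here alone. The deposited p-values were adjusted over 53603 windows and those here over 1064, so the same threshold is not alike in both. Calls in the authors' deposited table included 54 tRNA, 16 snAR, 5 lncRNA and 1 protein-coding window. Across the tested windows, which are not independent replicates, log2 fold changes in the authors' deposited table correlated with those fitted here with r = 0.9996, and the median difference was -0.27. Of the 3 named rises, the authors' deposited table called NDE1, with a log2 fold change of 1.42 (adjusted p 0.0115), and did not call AC234582.1 (0.86) or NSRP1 (0.78), each with an adjusted p of 1. In the authors' deposited table SLC9A3R1 was not called (adjusted p 0.608), and VTRNA1-2 had a log2 fold change of -2.45 (adjusted p 1.24e-11).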

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

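The 16 named windows were refitted with RLE factors, library size alone, upper quartile factors, DESeq2, the replicate block and each library left out, and not under the other alternatives. Of these 176 values, 140 kept their direction and their side of the threshold, 32 were weaker, 4 were stronger and 0 reversed. Windows higher in La knockdown, 7 with all libraries, became 23 with DESeq2, 4 without a filter, 4 with a mean of at least 20 counts, 2 at a fold change over 1.5 and 58 with upper quartile factors. At an adjusted p under 0.01 they became 0, with 103 at an unadjusted p under 0.05. Windows lower in La knockdown, 51 with all libraries, became 104 without a filter, 22 at a fold change over 1.5 and 1 at an adjusted p under 0.01. Lower windows made up 87.9% of the calls with TMM factors, 38.3% with upper quartile factors and 76.8% with DESeq2. Upper quartile factors moved the median of all windows by 0.32, which accounts for the direction of that shift. For the other changes the cause was not tested, apart from the fewer windows tested and the stricter thresholds that the filters and thresholds set themselves.

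Over the 6 fits that each left out one library, from 0 to 21 windows were higher and from 0 to 98 were lower. Both lowest counts came without La knockdown replicate 1, where 72 higher and 103 lower windows had an unadjusted p under 0.05, and both highest without La knockdown replicate 3. Lower windows of the RNA polymerase III list, 10 with all libraries, ranged from 3 to 17 over these fits and were 20 without a filter. Fewer libraries entered each such fit, but the cause of the difference between them was not tested.

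A block for the replicate number gave 20 higher and 88 lower windows, which included all 58 called without it. Libraries of the same number had correlations of their deviations of 0.14, 0.23 and -0.46, and those of unlike number from -0.51 to 0.50. No pairing by number was seen, but with 3 libraries per arm these values cannot rule one out.

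Without a filter the protein-coding median was 0.11 and the tRNA median -0.65. The protein-coding median of 0.36 did not pass the threshold with an estimated correlation or with fry, and the tRNA median of -0.43 did not with an estimated correlation. The histone median reversed to 0.0025 with RLE factors, to 0.25 with upper quartile factors and to 0.029 without control replicate 1, within a range from -0.20 to 0.029 over the fits without one library. The ribosomal protein median reversed to -0.0052 without a filter and to -0.030 with a mean of at least 20 counts. Both sets stayed short of the threshold throughout, and the cause was not tested. The difference in total count of -405727 kept its direction in every alternative tried, but its size ranged from -161573 without control replicate 1 to -583534 without control replicate 2. Read depth left most windows untested, so small changes at weakly read promoters were not detectable.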

Other observations

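The edgeR fits of single windows, with all libraries and with each library left out, were fixed in advance. The rescaling test in the last paragraph was set before its outcome was known. Every other test in this part was chosen after the result it bears on had been seen.

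Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 58 calls, which was the real one. Each of the other 9 splits gave 0 calls, with from 7 to 169 windows at an unadjusted p under 0.05 against 254 in the real split. In 5 simulated sets without a changed window, where windows were drawn independently, edgeR made at most 0 calls. With 10 splits the share cannot go below 0.1, so the count of splits alone cannot decide on chance in how the libraries fell into arms.

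All 12 tested protein-coding and lncRNA windows that hold a miRNA gene were fitted higher in La knockdown, with a median log2 fold change of 1.09. The 5 called windows drew attention to the group, so the other 7 were examined, and 7 of 7 were higher with a median of 1.00. The windows of FADS1 overlap, as do those of NSRP1, so the windows are not all independent. A general rise of windows outside the falling classes on a relative scale is argued against, because the median of the 7 exceeded that of 174 windows without a small RNA gene by 0.66 (permutation test, p = 0.0115). The ratio of counts in the 7 to counts in the 174 was 0.00711 ± 0.000847 in the control arm and 0.0107 ± 0.00140 in the La knockdown arm (SD, n = 3, exact permutation p = 0.1, the smallest possible). One library as the whole source is argued against, because the median over the 12 was at least 1.00 in each fit that left out a library. DESeq2 and robust dispersion were not run on these 12 windows as a set. Over the other alternatives that were run, the median ranged from 0.84 without a filter to 1.41 with upper quartile factors. These are medians of the same 12 windows, except that 9 of them remained with a mean of at least 20 counts, where the median was 1.13. As a set, the 7 windows that were not called passed an unadjusted threshold with camera (p = 8.42e-05), with an estimated correlation (p = 0.0153) and with fry (p = 0.00173). Of the 10 splits, 1 gave as large a median in the 7 windows, which was the real one, and the largest among the others was 0.65. Chance in how the libraries fell into arms therefore stays open at this number of libraries. A further 5 tested windows that hold a miRNA gene carry a tRNA or rRNA class label. They went both ways, with 3 higher and 2 lower, where tRNA_51398 and tRNA_52531, both higher, overlap and hold the same MIR12136. Their log2 fold changes ran from -0.72 for tRNA_52873 (MIR4521) to 0.66 for rRNA_53036 (MIR3687-1), and 0 were called or had an unadjusted p under 0.05. Reads of the tRNA or rRNA gene in such a window cannot be separated from those of the miRNA gene. One hypothesis, limited to the protein-coding and lncRNA windows, is that La loss may raise miRNA or their precursors read at these start sites. Windows of 400 bp do not separate a miRNA from promoter RNA, so the rises of NDE1, NSRP1 and AC234582.1 may not reflect promoter transcripts.

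The fall of the snAR and vault RNA windows was examined for technical sources. Scaling between libraries is argued against, because the smallest fall of the 6 named snAR and vault RNA windows over the scalings was -1.54. One library as the whole source of the size of the fall is argued against too, because the smallest fall was -1.68 over the fits that each left out a library, although the calls did not hold without La knockdown replicate 1. Reads shared between near-identical copies may account for part of the count of 51 lower windows. Counts of 9 SNAR-A copies on chromosome 19 differed across libraries by no more than sampling noise (chi-square p = 0.725), as copies that split shared reads would, whereas 9 tRNA windows of similar depth gave a chi-square per degree of freedom of 117. Copies that change together would also keep their proportions, so this test does not separate shared reads from a common fall. The 51 windows made 38 regions with the snAR windows counted once. A biological source, such as loss of protection of RNA polymerase III transcripts by La, is a hypothesis that may apply to the vault RNA and snAR fall and was not tested. It would have to allow for the list's other members, such as RMRP and the Y RNA genes, that were not called.

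The window lncRNA_6325 (chromosome 10, positions 62637463 to 62637862), chosen after its values were seen, had 0 counts in each control library and 21, 52 and 20 in the La knockdown libraries. It was at least 11.9-fold higher against a floor of 3 counts. It was the 1 window at 0 in the controls with at least 10 counts in each La knockdown library. No GENCODE exon lies in it, but it lies within the RefSeq lncRNA gene LOC105378327 (positions 62624204 to 62655585), so a transcript of that gene is among the open explanations. Reads of the transfected La siRNA may have been placed there, and this cannot be told apart from a transcript of the cells, because no sequence of the window or of the siRNA was compared here. The window lncRNA_24113 of AC103706.1 (chromosome 8, positions 133573033 to 133573432) went the other way, with 58, 23 and 21 counts against 2, 1 and 2, and lies in the RefSeq lncRNA gene ST3GAL1-DT. Neither call held without La knockdown replicate 1 (edgeR adjusted p = 0.121 for both).

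Both tested windows labelled DARK, a label whose meaning was not given, fell by a similar amount. DARK_174 (chromosome 11, positions 77642826 to 77643225) had a log2 fold change of -1.16 (edgeR adjusted p = 0.0408) and DARK_360 (chromosome 22, positions 37193726 to 37194125) one of -1.15 (edgeR adjusted p = 0.0605). Leaving out any library other than La knockdown replicate 3 took DARK_174 over the threshold (edgeR adjusted p from 0.0577 to 0.191). Among tRNA windows grouped by the isotype letter of the gene symbol, medians ran from -0.96 for Y (11 windows) and -0.82 for K (21 windows) to 0.04 for D (13 windows). The difference between isotypes was not tested. A window at RNA28SN2 (chromosome 21, positions 8213738 to 8214137) held 20282 CPM of the library total in La knockdown replicate 2 and from 6256 to 8910 in the other 5 libraries.

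In the authors' deposited table, the 31773 windows without a read in the 6 libraries had 7090 distinct average log2 CPM values, where a fit of the 6 libraries gives 1. This is consistent with libraries beyond the 6 in that fit. Window-specific offsets cannot be told apart from this, since the difference in average log2 CPM from the fit here had an SD of 1.01 over tested windows, which either would allow. The deposited table also had 2 higher and 80 lower calls against 7 and 51 here. To test another scaling between the arms, the La knockdown libraries were rescaled by the median difference of -0.27, which gave 4 higher and 111 lower calls, of which 74 were among the 82. The outcome fell between the limits set in advance for and against scaling, so it cannot be told apart from other differences in the fit. The rescaled fit also adjusted over 1064 windows and the deposited table over 53603, so the counts of calls alone cannot judge scaling.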
